A study of Xenopus laevis with 9 samples. Its data were reported in "SoxB1 transcription factors are essential for initiating and maintaining neural plate border gene expression" (2024).

How the data were processed

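RNA was sequenced from animal pole explants of Xenopus laevis embryos in 9 libraries. There were 3 groups of 3 libraries each, and the group and replicate number of each library came from its title. The first group was wild-type blastula explants at stage 9 (St9 wild type). The second was stage 9 explants from embryos injected with soxb1 morpholinos (St9 soxb1 morphant), antisense oligonucleotides directed at the sox2 and sox3 transcripts. The third was neural plate border explants at stage 11.5 (St11.5 NPB), which the labels describe as injected with Wnt8a and Chordin mRNA. The paper also describes induction of this state with small molecules, so the labelled treatment was taken as given.

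The authors trimmed the reads with fastp, aligned them to version 9.2 of the genome with STAR and deposited raw counts per gene from HTSeq, without normalization, in a table for the stage 9 libraries and another for the NPB libraries. For the NPB libraries the authors also deposited TPM values from RSEM, transcript abundances corrected for length and relative to the total of each library. The authors' deposited table of their own DESeq2 comparison gave a log2 fold change, its standard error (also on the log2 scale) and an adjusted p-value for 13069 genes. Its fold changes had wild type over morphant, so their sign was changed here to read morphant over wild type. Tool versions, the annotation release, the strand setting of the counting and the filter behind the 13069 genes were not stated. Each count table listed 51061 genes with the same name at every row, and the NPB table paired each name with a gene identifier. A name was listed more than once for 482 names covering 2261 rows, and the identifier is given for these. The RefSeq gene table available here belonged to a later assembly, v10.1, in which 26635 of the names were found (52.16%). It was used for that comparison of names alone, and no coordinates are given.

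The library totals were between 25796466 and 48839143 counts. A count of 3, taken as the floor below which a gene was not told from absent, corresponded to between 0.0614 and 0.116 CPM, the count relative to the library total on the scale of TPM but without a length correction. Levels in CPM use this total, while log2 CPM, overlap between groups and bounds of fold changes use totals scaled by TMM. Intervals and floors cover counting error only, because PCR copies were not removed with molecular identifiers. Before averaging, the counts of every 2 libraries of a group were compared by a chi-square statistic per gene. It lay between 44.7 and 110, far above sampling noise, so each library was kept as 1 replicate.

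The counts of 2 groups at a time were tested with the quasi-likelihood F test of edgeR 4.0.16 (robust fit) after filterByExpr by group and TMM normalization, with Benjamini-Hochberg adjustment over all genes tested. An adjusted p of 0.05 or less was counted as a call. The fit had no covariate, since the methods of the study name none and do not state the model. DESeq2 1.42.0 and limma-voom (limma 3.58.1) were alternatives, in R 4.3.3. A fold change is given as log2 with its standard error (SE). For edgeR the SE was computed as the absolute log2 fold change over the square root of F. It was not an output of the fit and is approximate. Gene lists fixed before the data were examined were tested with camera from limma on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01, adjusted over the 8 lists with at least 3 tested genes. The lists covered neural plate border, neural crest, placode, epidermis, neural, pluripotency, SoxB1, reference, p53 response, mesoderm and endoderm, and injected genes. Part of the neural plate border list had been labelled by the study from these libraries. The other alternatives were RLE, upper-quartile and no normalization, filters of at least 1 count in all libraries together and of at least 10 counts in every library, each library left out in turn, the replicate number as a block, an adjusted p of 0.01, all 9 libraries in 1 fit, L and S homeolog counts summed, fry, an estimated correlation and a prior count of 0.5. Homeologs are the gene copies on the L and S subgenomes of this allotetraploid frog.

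The stage 9 wild-type and morphant libraries shared replicate numbers. The labels do not say what a number marks, so the pairing was checked from the counts. Deviations of log2 CPM from the group mean correlated at 0.87, 0.86 and 0.85 across genes between wild-type and morphant libraries of the same number. Between libraries of different numbers the correlation was between -0.48 and -0.38. Every same-number pair was above the limit of 0.1, and the numbers were therefore taken to pair the stage 9 libraries. Values from the fit with the replicate number as a block are given beside the results they changed. The further alternatives to the blocked fit were chosen after seeing the data. Between stage 9 wild-type and NPB libraries, the correlations at the same number were -0.06, -0.01 and -0.06, and these libraries were not taken as paired.

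Any tested gene of a list was open to being named. Beyond the lists, the rule written beforehand named in each direction the 5 genes with the largest fold change among those with a call, a mean log2 CPM of at least 1, no overlap between groups and a symbol other than a provisional identifier of the LOC, Xelaev, Xetrov or MGC type. Because the edgeR fit without the block gave no call at stage 9, the rule was applied there to the blocked edgeR fit. This was decided after the values were seen. The log2 fold changes and CPM of genes at or under the floor in 1 group are given as bounds.

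The scripts were tested on simulated counts that kept the real replicate-number differences, with 200 of 21372 genes changed 2-fold or 4-fold. The changed genes were drawn from those above a minimum mean count, so the shares recovered do not hold for genes of low count. edgeR recovered 36% of the changed genes without the block, with 0 false calls, and 99% with the block, with 25 false calls. DESeq2 recovered 78.5% without the block and 95% with it, with 0 and 7 false calls. limma-voom recovered 34% and 98.5%, with 0 and 22 false calls. With no gene changed, the blocked edgeR fit made 1 call among 21371 genes. Simulated with the spread of the stage comparison, the edgeR fit recovered 39% of 200 changed genes among 21509 tested, with 8 false calls. In the blocked edgeR and limma-voom fits and in this stage fit, false calls were a larger share of the calls than 0.05. Calls of these fits on the real counts may therefore hold more false ones than the threshold allows. For tests of length bias, the relative transcript length of a gene was taken from its NPB counts over its NPB TPM. A list of maternal vegetal transcripts was written before it was tested. Figures were drawn with matplotlib 3.10.9.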

Results

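The data were RNA-seq counts from explants of the animal pole, the part of the blastula whose cells can form ectoderm. The 3 St9 wild-type libraries held 25796466, 28180157 and 31297174 counts and the 3 St9 soxb1 morphant libraries 30466075, 31671342 and 30420552. The 3 St11.5 NPB libraries held 36887771, 29964824 and 48839143 counts. Between 29206 and 32702 genes had at least 1 count in a library. The 20 most abundant genes took between 4.24% and 5.4% of the counts in the stage 9 libraries and between 10.4% and 12% in the NPB libraries. At stage 9 the first principal component of log2 CPM carried 42.6% of the variance and the second 36.9%, and both separated the replicate numbers. The third carried 14.6% and separated wild-type from morphant libraries.

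**Figure D1:**
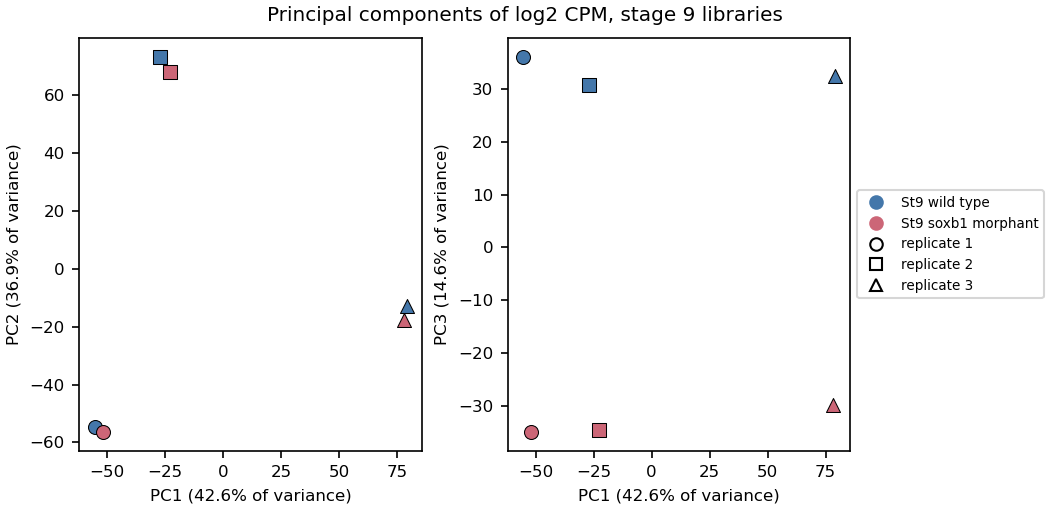
Principal components of log2 CPM of the 6 stage 9 libraries, with PC1 against PC2 on the left and PC1 against PC3 on the right (scores without unit, share of variance on the axes). Each point is 1 library, coloured by group and shaped by replicate number, and libraries of the same number lie together on PC1 and PC2 while PC3 is above 0 in the wild-type libraries and below 0 in the morphant libraries.

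The transcripts targeted by the morpholinos were examined first, in every stage 9 library. The morpholinos act on translation, so a fall of the transcript was not required. sox3.S stood at 492 ± 148 CPM in wild-type explants and 732 ± 147 CPM in morphants (SD, n = 3 each), and sox3.L at 209 ± 51.2 and 395 ± 86.3 CPM. A pair of loci carried the name sox2.L. The one listed as gene45195 stood at 26.7 ± 8.77 and 58 ± 3.89 CPM, and the one listed as gene41682 at 7.6 ± 1.81 and 16 ± 1.09 CPM. These loci share a name and reads could have been split between them, so their separate levels are uncertain. Without a block, the log2 fold changes were 0.57 for sox3.S (SE 0.24, adjusted p 0.886), 0.91 for sox3.L (SE 0.22, adjusted p 0.316), 1.11 for gene45195 (SE 0.25, adjusted p 0.263) and 1.07 for gene41682 (SE 0.23, adjusted p 0.253), and 0 of the 6 tested soxb1 transcripts passed the threshold. Adjusted over the list alone, 3 of the 6 did. With the replicate number as a block, 4 of the 6 passed over all genes tested, and 6 adjusted over the list alone. In that paired fit, sox3.S rose by 0.60 (SE 0.07, adjusted p 3.01e-05), sox3.L by 0.92 (SE 0.07, adjusted p 1.67e-06), gene45195 by 1.16 (SE 0.18, adjusted p 0.0107) and gene41682 by 1.09 (SE 0.14, adjusted p 9.33e-05), each in 3 of 3 pairs. The rise of gene45195 was no longer past the threshold without the replicate 3 pair (adjusted p 0.182). sox1.L and sox1.S, below 4 CPM in each group mean, did not pass over all genes in either fit. The replicate block was the alternative that moved this count most, and DESeq2 without a block called 3 of the 6.

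The comparison of morphant with wild-type explants asked which blastula transcripts depended on SoxB1 factors. Of 21659 genes tested by edgeR without a block, 0 were higher and 0 lower in morphants at an adjusted p of 0.05, and the lowest adjusted p was 0.06. At an unadjusted p under 0.05 there were 1238 genes, against 1083 expected by chance from independent libraries. The libraries of the groups did not overlap in TMM-scaled CPM for 1045 genes that were higher and 1161 that were lower in morphants, together 10.2% of the genes tested, while chance gives 10% for 3 independent libraries against 3. The libraries were paired by number, so neither chance value holds here. The 3 other exchanges of labels within pairs gave 43, 15 and 3 genes at an unadjusted p under 0.05 and 424, 335 and 199 without overlap, but in these a true difference adds to the spread within groups. The replicate block moved these counts most. With the block, 1246 genes were higher and 1453 lower in morphants, 12.5% of the genes tested, and 363 and 293 of them changed by at least 2-fold. The common dispersion was 0.147 without the block and 0.00724 with it. The blocked counts depended on the pairs. Without the replicate 1 pair, 709 genes were higher and 794 lower. Without the replicate 2 pair there were 735 and 1058, and without the replicate 3 pair 1183 and 1428. Of the 2699 genes called with all pairs, 1411, 1630 and 2013 were called in the same direction in these 3 fits.

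**Figure D2:**
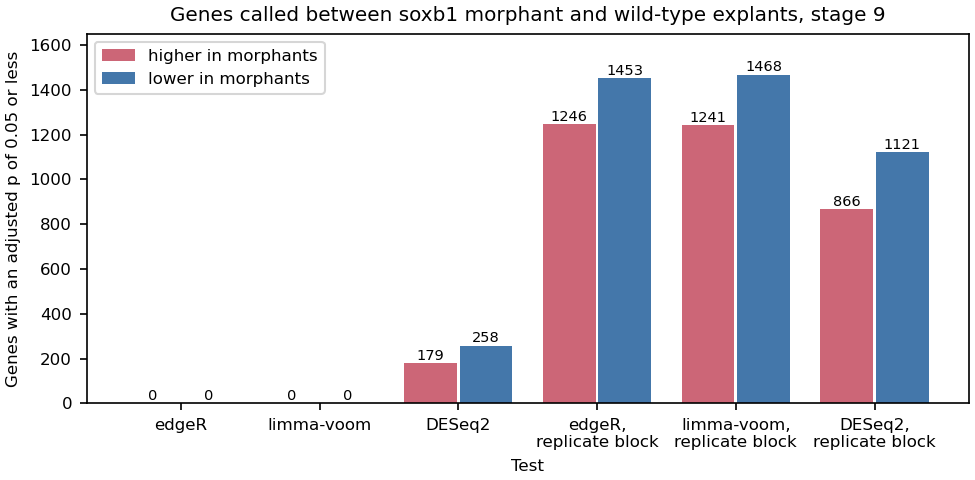
Number of genes with an adjusted p of 0.05 or less between soxb1 morphant and wild-type explants at stage 9, by test, with bars for genes higher and lower in morphants. The bars are at 0 for edgeR and limma-voom without the block, at 179 and 258 for DESeq2 without the block, and between 866 and 1468 for the 3 tests with the replicate block.

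Because no gene passed in the edgeR fit without the block, the genes with the largest changes were taken from the blocked edgeR fit. This choice was made after the values were seen. The largest rises were atp6v1c2.L (log2 fold change 3.46, SE 0.29, adjusted p 1.94e-05), plk2.S (3.27, SE 0.12, 5.49e-10), gdpd1.L (3.2, SE 0.25, 7.76e-07), ccng1.L (2.77, SE 0.14, 2.36e-08) and sox7.S (2.65, SE 0.18, 1.67e-07). plk2.S went from 4.05 ± 1.05 to 39.4 ± 11.2 CPM (SD, n = 3 each). With the counts of its L and S homeologs summed, the rise of ccng1 was 0.85 and did not pass (adjusted p 0.0771). The largest falls were prdm1.S (-6.03, SE 0.20, adjusted p 9.93e-09), nedd9.S (-5.63, SE 0.43, 0.0118), prph.S (-5.06, SE 0.38, 6.60e-07), gatm.L (-4.97, SE 0.18, 6.14e-09) and cdx1.S (-4.89, SE 0.30, 6.88e-08). nedd9.S went from 74.7 ± 9.7 to 1.5 ± 0.828 CPM, and its change did not pass without the replicate 1 pair (adjusted p 0.291). The adjusted p of these 10 genes without the block lay between 0.06 and 0.488. Each moved in the same direction in 3 of 3 pairs.

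The study asked whether neural plate border genes fall in morphant blastula explants. Of the 17 genes of the border list in the files, 14 were tested at stage 9, and the median log2 fold change was -1.46 (range -6.03 to 1.32), with 11 genes below 0. The list as a set was lower in morphants by camera (adjusted p 1.47e-11). Without the block, this call held under fry (adjusted p 0.0068) and with an estimated correlation (adjusted p 0.0455). The setting that moved it most was the estimated correlation with the replicate block, where it did not hold (adjusted p 0.293). The blocked fit leaves few degrees of freedom for that test, so it could decide little. Under fry with the block the call held (adjusted p 0.0321). Gene by gene, 0 of the 14 passed over all genes tested by edgeR without the block, where 9 had an unadjusted p under 0.05. Adjusted over the list alone, 9 passed, 8 of them lower and 1 (dlx6.S) higher in morphants. Part of the list was labelled by the study from these libraries, so the count adjusted over the list alone is not independent evidence. DESeq2 without the block called 7 border genes lower over all genes. With the replicate block, edgeR called 7 lower and 1 higher over all genes, and 10 lower and 2 higher adjusted over the list alone. The genes called lower included prdm1.S, prdm1.L, zic1.S, tfap2a.L and klf17.L. prdm1.L went from 18.3 ± 6.25 to 0.811 ± 0.123 CPM (SD, n = 3 each), a log2 fold change of -4.46 (SE 0.20, adjusted p 1.25e-08). zic1.S went from 87.3 ± 35.5 to 27.2 ± 6.14 CPM (-1.64, SE 0.10, adjusted p 1.05e-07). The smaller changes of tfap2a.L (-0.72, adjusted p 0.0249) and klf17.L (-0.53, adjusted p 0.0184) did not pass without the replicate 3 pair (0.229) and the replicate 1 or 2 pair (0.286 and 0.0923), respectively. msx1.L (-1.65, adjusted p 0.102), tfap2a.S (-1.69, 0.116) and zic1.L (-1.30, 0.0925) were lower in 3 of 3 pairs but did not pass over all genes. dlx6.S was the gene called higher (1.35, SE 0.30, adjusted p 0.0485), and it did not pass without the replicate 2 or 3 pair (0.0502 and 0.268), under upper-quartile normalization (0.0527) or with L and S counts summed (0.0612). pax3.S, at 0.8 ± 0.696 CPM in wild type and 0.192 ± 0.162 CPM in morphants, was not told apart between the groups at this depth, and pax3.L, dlx6.L and msx1.S were below the count filter.

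**Figure D3:**
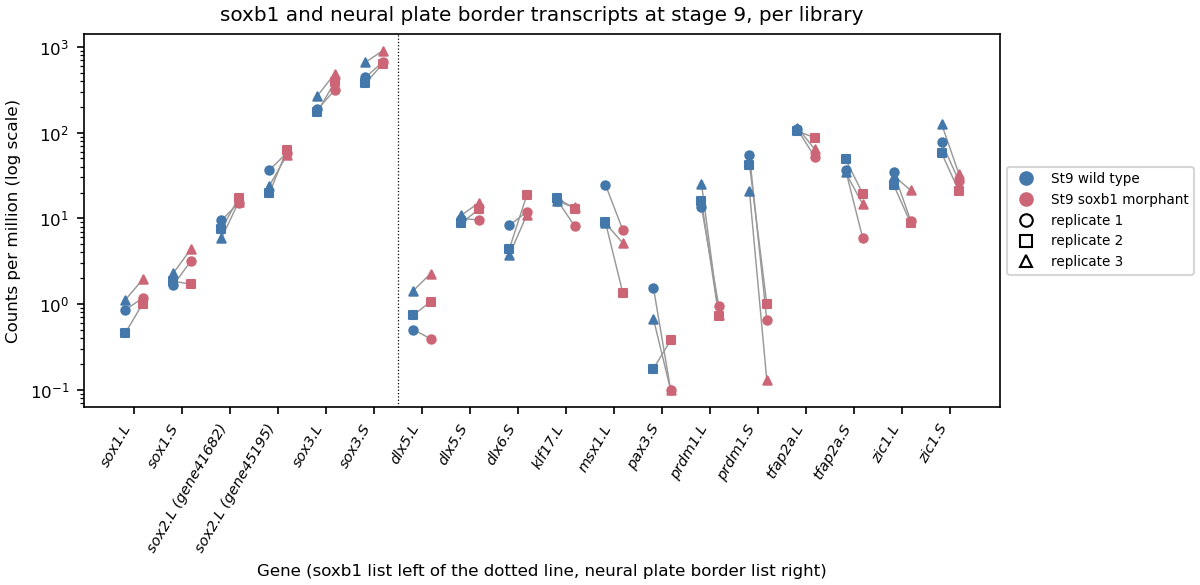
CPM of soxb1 and neural plate border transcripts in the stage 9 libraries (log scale), with wild type on the left and morphant on the right of each gene. Each point is 1 library, shaped by replicate number, and grey lines join libraries of the same number. The sox2 and sox3 lines rise in 3 of 3 pairs, and the prdm1, zic1 and tfap2a lines fall in 3 of 3 pairs.

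The other lists were compared with the border list by the same test. The p53 response list was higher in morphants (21 genes, median log2 fold change 0.27, camera adjusted p 2.14e-07), as was the SoxB1 list (6 genes, median 0.84, adjusted p 2.14e-07). The neural crest list was lower (4 genes, median -1.84, adjusted p 0.000527). The epidermis list (4 genes, median 0.52, adjusted p 0.0106) and the mesoderm and endoderm list (14 genes, median 0.29, adjusted p 0.0106) were higher. The pluripotency list (10 genes, median 0.04, adjusted p 0.404) and the reference list (8 genes, median 0.02, adjusted p 0.828) were not told apart from other genes. Under fry the p53 response and SoxB1 lists passed (adjusted p 0.0102 and 0.0222). With an estimated correlation the p53 response list passed (0.0455) and the SoxB1 list did not (0.0515). The neural crest, epidermis and mesoderm and endoderm lists passed under neither. With the replicate block the camera calls were the same. Under fry with the block the border (adjusted p 0.0321), SoxB1 (0.0283), p53 response and epidermis lists (0.0245 each) passed. With the block and an estimated correlation 0 of the 8 lists passed (adjusted p from 0.293 to 0.938), the border list included. Few degrees of freedom are left for that test by the blocked fit, so it could decide little. The epidermis list also did not pass without wild-type replicate 1 (0.0955) or morphant replicate 3 (0.136), and the mesoderm and endoderm list without wild-type replicate 3 (0.0524) or morphant replicate 3 (0.205). The placode, neural and injected lists had 2, 1 and 1 tested genes and were not tested as sets. With the replicate block, the neural gene olig2.L was lower (-1.78, SE 0.46, adjusted p 0.0205), as was the neural crest gene foxd3.L (-2.26, SE 0.20, adjusted p 3.75e-06), which stood at 8.26 ± 4.98 CPM in wild type and 1.61 ± 0.404 CPM in morphants.

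Members of a list moved apart in the blocked fit. Of the pluripotency genes, lin28a.L (-3.17, SE 0.21, adjusted p 1.27e-07), lin28a.S (-1.74, SE 0.29, adjusted p 0.0136) and ventx2.2.S (-0.46, SE 0.09, adjusted p 0.00413) were lower, while pou5f3.1.L (0.90, SE 0.08, adjusted p 1.65e-06) and pou5f3.1.S (0.80, SE 0.10, adjusted p 0.000222) were higher. pou5f3.2 and pou5f3.3 homeologs did not pass. No library of a control morpholino was among the 9. Of the 21 p53 response genes 9 were higher and 1 lower, the largest rises being ccng1.L, cdkn1a.L (2.42, SE 0.15, adjusted p 9.49e-08) and mdm2.L (1.95, SE 0.08, adjusted p 1.52e-09). Of the 14 mesoderm and endoderm genes 7 were higher and 2 lower. The higher ones included sox17b.1.S (2.48, SE 0.19, adjusted p 8.25e-07) and sox17b.1.L (1.28, SE 0.09, adjusted p 2.98e-07), and the lower ones were eomes.L (-1.37, adjusted p 0.00128) and eomes.S (-1.95, adjusted p 0.0374), neither of which passed without the replicate 2 pair (0.0653 and 0.166). eomes.S was also lost without the replicate 1 pair (adjusted p 0.224). Of the higher genes, sox17a.S was lost without the replicate 1 pair (0.165) and by DESeq2 with the block (0.0603), vegt.S without the replicate 2 pair (0.0861) and vegt.L without the replicate 3 pair (0.0529). The epidermal gene trim29.L was higher (1.80, SE 0.18, adjusted p 6.30e-06). Of the 8 reference transcripts, eef1a1.S was called lower (-0.42, SE 0.07, adjusted p 0.0018).

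The authors' deposited table served to check the direction of the comparison. It called 2235 genes at an adjusted p of 0.05, of which 1089 were higher and 1146 lower in morphants. All 2235 were tested here, and 2235 changed in the same direction in the edgeR fit without the block (100%, exact 95% interval 99.84% to 100%). The log2 fold changes correlated at 0.991 across genes, which are not independent replicates. Of these genes, 0 were called by edgeR without the block and 1685 with it. A DESeq2 run on the 13069 genes of the authors' deposited table and the counts called 238 of the 2235 without a block and 1410 with the replicate block. The deposited table could not be rebuilt exactly from the counts. For genes with a mean of at least 100 counts, its means deviated by a median of 1.18% from the best-fitting weighted sum of the 6 libraries, where the means of the DESeq2 run deviated by 0%. Its standard errors were smaller than those of the DESeq2 run, by a median ratio of 2.27 without the block and 1.25 with it. In 54 rows it gave no p-value, and those 54 genes had 0 counts in the stage 9 libraries.

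L and S homeologs were both tested for 5333 genes. Their log2 fold changes correlated at 0.41 (Pearson) and 0.366 (Spearman) across genes at stage 9, and pairs with both homeologs at a mean log2 CPM of at least 3 gave a Pearson correlation of 0.548. No homeolog pair had a call in the edgeR fit without the block, while 226 pairs had a call by DESeq2 without the block. With the replicate block, 1246 pairs had at least 1 homeolog called, and both homeologs moved in the same direction in 949 of them (76.2%). Both were called in 240 pairs, in the same direction in 221.

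The NPB libraries were compared with the St9 wild-type libraries. Stage, the injected mRNA and the table the counts came from all differ between these groups and cannot be told apart. Of 21981 genes tested, 5920 were higher and 5877 lower in NPB explants (53.7%), and 6932 and 7144 genes had no overlap between groups, together 64%, where chance gives 10%. Scaling by library totals alone moved these counts most, to 3637 higher and 9732 lower, and the share of higher calls from 50.2% to 27.2%. It moved the median log2 fold change of all genes from -0.04 to -0.72, so fold changes and their bounds are given on the TMM scale and levels in CPM of the library total. The genes with the largest rises were chrd.1.S, from 1.08 ± 0.771 to 6240 ± 6130 CPM (SD, n = 3 each, adjusted p 0.00014), XB5899881.L (gene23222, at least 218-fold higher, adjusted p 0.0029), hoxb1.S (at least 165-fold higher, adjusted p 0.000249), sp5.S (at least 1270-fold higher, adjusted p 2.05e-05) and lamb1.L (log2 fold change 11.31, SE 0.66, adjusted p 3.2e-05). XB5899881.L stood at 14.9 ± 17.8 CPM in NPB explants, an SD above the mean, so its bound describes the mean and not each library. Its rise did not pass when all genes with at least 1 count were tested (adjusted p 0.0659). The largest falls were tgfa.L (at least 50.9-fold lower, adjusted p 0.00175), foxi2.L (-6.09, SE 0.65, adjusted p 0.000288), foxi2.S (-6.02, SE 0.39, adjusted p 3.37e-05), btg5.1.S (-5.83, SE 0.95, adjusted p 0.00154) and zfp36l2.1.S (-5.74, SE 0.55, adjusted p 0.000127). The bound of tgfa.L likewise describes a mean of uneven libraries, 6.74 ± 6.41 CPM in wild type. foxi2.L stood at 225 ± 51.2 CPM in wild type and 2.08 ± 1.7 CPM in NPB explants.

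Among the 17 border genes tested between the stages 16 were called higher and 0 lower in NPB explants. pax3.L stood at 0.615 ± 0.462 CPM in St9 wild type and 306 ± 134 CPM in NPB explants (log2 fold change 9.71, SE 0.70, adjusted p 6.61e-05). The pou5f3.3 homeologs were lower in NPB explants (-5.31 for L and -4.98 for S, adjusted p 0.000224 and 0.000377), and the pou5f3.1 homeologs higher (4.13 and 3.82, adjusted p 3.37e-05 and 0.000147). Of the 8 reference transcripts 6 were called higher. The others were odc1.S (-0.06, adjusted p 0.884) and gapdh.L (0.20, adjusted p 0.639). These values are on the TMM scale. In CPM of the library total odc1.L, called higher, went from 1360 ± 189 in St9 wild type to 1180 ± 264 in NPB explants. odc1.S went from 1530 to 921 CPM and gapdh.L from 68.4 to 48.4 CPM. The other transcripts called higher also rose in CPM.

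The deposited TPM values gave levels within the NPB libraries, summed over the L and S loci of a gene. For sox2 the sum was over the pair of loci named sox2.L, and for klf17 there was klf17.L alone. zic1 stood at 607 ± 105 TPM (SD, n = 3), pou5f3.1 at 504 ± 105, pou5f3.2 at 486 ± 308, ventx2.2 at 351 ± 98, sox2 at 298 ± 100, pax3 at 273 ± 148, lin28a at 262 ± 68.5 and sox3 at 244 ± 127. Levels were lower for tfap2a (223 ± 174), prdm1 (102.5 ± 60.3), msx1 (95.9 ± 61.1), klf17 (76.7 ± 68.6), dlx5 (64.6 ± 54.7), dlx6 (59.0 ± 59.7) and pou5f3.3 (18.5 ± 14.4), and the SD of dlx6 exceeded its mean. The crest genes foxd3 (1.07 ± 0.85), snai2 (1.29 ± 1.06) and twist1 (0.77 ± 0.72) were near 1 TPM, and sox10 was listed at 0 in each NPB library. Another crest gene, sox9, was higher at 9.17 ± 1.55 TPM. Without replicate 1 the mean was 125.5 TPM for tfap2a, 68.2 for prdm1, 63.6 for msx1, 37.2 for klf17, 33 for dlx5, 24.7 for dlx6, 0.69 for snai2 and 0.355 for twist1. Without replicate 3 it was 10.4 TPM for pou5f3.3 and 0.61 for foxd3. Replicate 1 had 442 TPM of pax3 against 208 and 169, and 135 TPM of pou5f3.2 against 715 and 608.

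**Figure D4:**
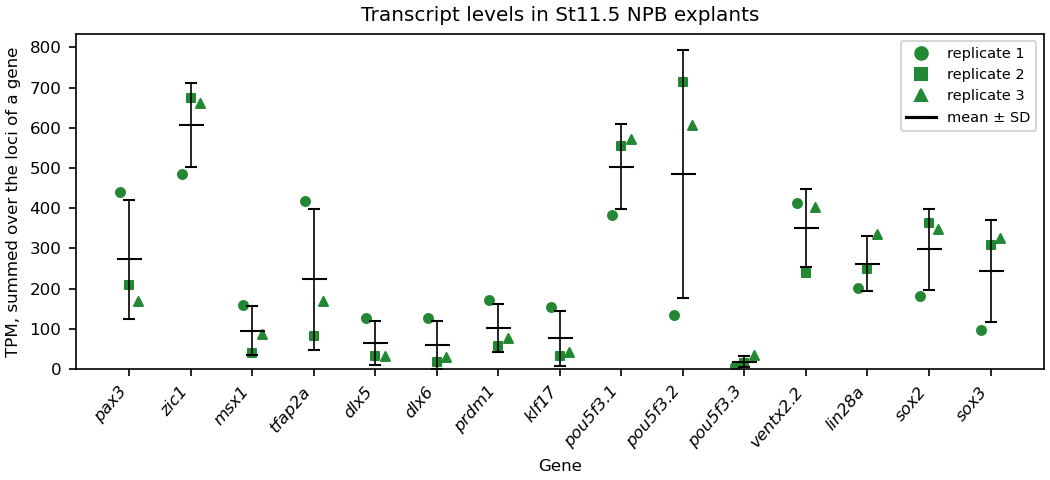
TPM summed over the loci of each gene in the St11.5 NPB libraries (linear axis from 0) for neural plate border, sox2, sox3 and pluripotency genes. Points are the 3 replicates by shape, and the bar and whiskers give mean ± SD. Replicate 1 is the highest for pax3, tfap2a, dlx5, dlx6, prdm1 and klf17 and the lowest for zic1, pou5f3.2, sox2 and sox3.

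Transcripts of the injected mRNA were read in all libraries. wnt8a.L had 291, 546 and 293 CPM in the NPB libraries and at most 1.2 CPM in a stage 9 library. chrd.1.S had 2460, 13300 and 2960 CPM in the NPB libraries and at most 1.78 CPM in a stage 9 library. chrd.1.L stood at between 2.98 and 5.73 CPM in the NPB libraries, within the range of 0.703 to 6.47 CPM of the St9 wild-type libraries.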

Values the study reported

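The study reported 2235 genes with altered expression in soxb1 morphants relative to controls at the blastula stage, at an adjusted p under 0.05. It described the numbers of genes that rose and fell as similar. zic1, msx1 and tfap2a were named among the genes that fell, and sox2 and sox3 transcripts were described as rising.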

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

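The alternatives to the fits without a block were planned. All alternatives to the blocked fit, and the blocked comparisons with the authors' deposited table, were chosen after seeing the data.

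Without a block, the stage 9 comparison gave 0 genes in each direction under RLE, upper-quartile and library-total scaling, limma-voom and an adjusted p of 0.01. Testing all genes with at least 1 count gave 6 higher and 10 lower in morphants, and at least 10 counts in every library gave 4 and 5. All 9 libraries in 1 fit gave 6 and 20, and summed L and S counts 3 and 3. DESeq2 gave 179 and 258, and the replicate block 1246 and 1453. Leaving out 1 library gave 0 higher and from 0 to 1 lower. In these fits between 905 and 1191 genes had an unadjusted p under 0.05. The cause of the differences between DESeq2 and edgeR was not tested.

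With the replicate block, leaving out 1 pair gave 709, 735 and 1183 genes higher and from 794 to 1428 lower, and an adjusted p of 0.01 gave 672 and 836. Other scalings, filters and tests of the blocked fit stayed within 1.5 times of its counts. These fits had fewer pairs or a stricter threshold. Of the 2699 blocked calls, DESeq2 with the block made 1934 and limma-voom with the block 2650.

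Of the 6 soxb1 transcripts DESeq2 called 3 and the block 4. Of the border genes, 1 was called lower with all genes of at least 1 count, 1 with at least 10 counts in every library, 7 by DESeq2, 7 with the block, 3 with all 9 libraries and 1 with summed counts. The blocked fit of all genes with at least 1 count called 11 lower, with more genes of the list tested. dlx5.L changed sign without morphant replicate 3, to -0.31, and ranged up to 0.99 with 1 library left out. Of the 47 single genes given at stage 9, the block brought 40 past the threshold and DESeq2 29.

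The border, SoxB1 and p53 response lists kept their direction and their side of the threshold under all scalings, filters, summed counts, prior counts and libraries left out, with and without the block. Under fry the adjusted p was 0.122 for the neural crest list and 0.129 for the epidermis and the mesoderm and endoderm lists. With an estimated correlation it was 0.148 for the neural crest and epidermis lists, 0.193 for the mesoderm and endoderm list and 0.0515 for the SoxB1 list. Leaving out 1 library gave an adjusted p from 0.00116 to 0.136 for the epidermis list (lost at 0.0955 and 0.136) and from 0.000817 to 0.205 for the mesoderm and endoderm list (lost at 0.0524 and 0.205). With the block, fry gave 0.197 for the neural crest list and 0.126 for the mesoderm and endoderm list. The border (0.0321), SoxB1 (0.0283), p53 response and epidermis lists (0.0245 each) passed under fry with the block. The estimated correlation gave 0.293 for the border, epidermis, SoxB1 and p53 response lists and 0.354 for the neural crest and the mesoderm and endoderm lists. The blocked mesoderm and endoderm list was also lost without the replicate 3 pair (0.478) and with summed counts (0.0517). The reference list, not past the threshold in any fit, changed direction without wild-type replicate 1 (0.888) or 2 (0.858; from 0.339 to 0.992 with 1 library left out), with the block (0.855) and with summed counts (0.907), and in the blocked fit with all genes of at least 1 count (0.939) and without the replicate 3 pair (0.605). Camera calls were otherwise not changed by the block.

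Between the stages, library totals alone gave 3637 genes higher and 9732 lower in NPB explants, and an adjusted p of 0.01 gave 3862 lower. The replicate number as a block, which pairs nothing between these groups, gave 5328 and 5176. Leaving out 1 library gave from 5417 to 5576 higher and from 4872 to 5445 lower.

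Calls shared with the authors' deposited table numbered 1685 with the block and 279 by DESeq2, and 238 and 1410 by DESeq2 on the genes of that table without and with the block. The correlation of homeologs was 0.548 for pairs of higher expression and from 0.341 to 0.384 with 1 library left out. Homeolog pairs with a call numbered 226 by DESeq2, 1246 with the block and up to 1 with 1 library left out. Of 32 genes with TPM levels, 15 moved by more than their SD when read as CPM, 14 with L alone and 17 of 30 with S alone.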

Other observations

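The tests of the unblocked counts over other splits, of too few libraries and of the spread between replicate numbers were chosen only after the result was seen. So were the random lists, the control morpholino, the wnt8a ratio and the standard errors of the deposited comparison.

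The edgeR fit without a block called 0 genes between morphant and wild-type explants, with 1238 at an unadjusted p under 0.05. That is lower than the value quoted from the study above.

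Each of the 10 splits of the 6 stage 9 libraries gave 0 genes without the block. Of the 4 splits that parted all 3 pairs, the real one had 1238 genes at an unadjusted p under 0.05 and the others between 3 and 43. The 6 splits that kept a pair together had between 1530 and 2452, so libraries of 1 number stood apart more than the groups did. With the block, 1 of the 4 exchanges of labels within pairs, the real one, gave as many genes. The others gave 0, with 70 to 409 at an unadjusted p under 0.05. With 4 exchanges or 10 splits, a share under 0.05 cannot be reached. The same 6 libraries gave 2699 genes with the block. This does not exclude the number of libraries as a reason for the count of 0. What a fit without the block can call depends on both their number and their spread. The common dispersion without the block was 20.3 times that with it, so differences between replicate numbers may account for the missing calls. In the stage comparison, 1 of the 10 splits, the real one, gave as many genes, and the others gave 0, with 157 to 291 at an unadjusted p under 0.05.

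The replicate numbers themselves differed in 13548 genes at stage 9 (62.6% of those tested), by at least 2-fold in 4747, in the blocked edgeR fit. In 82 genes both libraries of a number had at most 3 counts and both of another at least 100. fam83e.S, chosen after its values were seen, had 1329 and 1721 counts in the wild-type and morphant libraries of replicate 1, 0 and 2 in replicate 2, and 260 and 251 in replicate 3. Gene length was argued against, since the largest correlation of a replicate deviation with relative transcript length was -0.048, over the 88.9% of genes with a length. Sequence variants or read mapping that affect 1 homeolog could produce differences of this size. For the 71 homeolog pairs with a difference of at least 16-fold in 1 member, the median log2 range was 5.18 in that member and 0.63 in its partner. The median over all genes was 0.55, and the partner deviated the same way in 63.4% of the 71 pairs. Because these pairs were selected for 1 extreme member, the smaller range of the partner does not decide between variants and differences in expression. Over all homeolog pairs with a call, L and S deviated the same way in 61% (from 60.2% to 61.9% by number), between the share for unrelated and for joint changes, so variants and differences in expression cannot be told apart for these. The labels do not say what a number marks, and no biological explanation was tested.

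For the genes called with the block between morphants and wild type, gene length was argued against by a correlation of -0.056 with the log2 fold change. Slower development of morphants could make genes that rise towards St11.5 NPB lower in morphants and genes that fall higher, which predicts a negative correlation of both changes. In libraries that share no control this correlation across genes was 0.07, 0.061 and -0.044, with a mean of 0.029. Most border genes and lin28a were lower in morphants and higher in NPB explants, the direction that a delay predicts. Against it, pou5f3.1, trim29, sox2.L and ccng1.L were higher in both and foxd3.L was lower in both. Of the genes counted as lower in morphants, 414 rose and 511 fell towards NPB. Of those counted as higher, 473 rose and 262 fell, so in each direction more genes went against a delay than with it. Both changes are relative to St9 wild type, so a shared control could also tilt these counts. The change to NPB also holds the response to the injected mRNA, so slower development and the loss of SoxB1 factors named by the design cannot be told apart.

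The fall of the border list was set against lists of the same size matched on mean expression, with the 12 tested genes that had not been placed on the list from these libraries. The study named some of them as falling in these libraries too, so the test is not independent evidence. Of 10000 random lists, 0 had a median as low as -1.47, and the central 95% lay between -0.15 and 0.14. The median was -1.6, -0.89 and -0.79 in the 3 pairs. Random lists take no account of correlation between genes. With the block and an estimated correlation the whole list did not pass (camera adjusted p 0.293), in a test left with few degrees of freedom.

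For the rise of the p53 response list, 0 of 10000 random lists had a median as high as 0.27, and the central 95% lay between -0.1 and 0.09. The same limits hold here, and with the block and an estimated correlation this list did not pass either (camera adjusted p 0.293). The median was 0.46, 0.19 and 0.19 in the 3 pairs, so differences between replicate numbers were argued against (lowest median 0.19), as was gene length (median 0.28 after the length trend was removed). A non-specific response to morpholino injection may produce the same rise. There were 0 libraries of a control morpholino, so this response and an effect of SoxB1 loss cannot be told apart.

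The sox17 and vegt transcripts had a median log2 fold change of 0.89 in morphants (6 transcripts, blocked fit). Vegetal cells carried into the morphant explants could bring such transcripts together with those of a separate maternal vegetal list, on which vegt was not placed. That list of 18 loci had a median of 0.18, and 14 of the 18 were above 0. Loci that share the name gdf1.L (from 0.01 to 0.13) and homeologs were counted apart, so the 18 are not independent. Among those with a call, wnt11b.L rose by 1.33, dnd1.L by 0.83 and ddx25.L by 0.52, while velo1.L fell by 0.70. Most of the list leaned the way that carried-over cells predict, but velo1.L went the other way. Carried-over cells and a change within animal cells therefore cannot be told apart.

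In NPB explants wnt8a.S stood at 71.3, 122.6 and 66.2 TPM but had 5, 192 and 152 counts. Its ratio to wnt8a.L was 22.2%, 19.8% and 20.2% in TPM, the highest 1.12 times the lowest, and 0.0466%, 1.17% and 1.06% in counts, the highest 25.2 times the lowest. Reads shared between homeologs and divided by RSEM may explain the TPM of wnt8a.S. A mean of at least 10 TPM with at most 3 counts in each NPB library was found for 51 of 8932 genes, and their cause was not tested.

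The authors' deposited table held more calls than the DESeq2 run without a block. Its log standard errors correlated across genes at 0.938 with those of the run with the replicate block and at 0.782 with those of the run without it. A term for the replicate number in the deposited comparison is a candidate explanation.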
